A study of Mus musculus with 16 samples. Its data were reported in "Pyruvate dehydrogenase complex integrates the metabolome and epigenome in CD8+ memory T cell differentiation in vitro" (2023).

How the data were processed

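RNA was sequenced from cultures of OT-I CD8+ T cells of mouse spleen, 4 libraries for each combination of genotype (WT or TPdh−/−) and culture (TE with IL-2 or TM with IL-15). Per the labels, poly(A) libraries were made with a TruSeq kit that does not keep the strand and were sequenced on an Illumina NovaSeq. Also per the labels, reads were aligned to mm10 (GRCm38) with STAR 2.7.6a and quantified with RSEM 1.3.3, and DESeq2 was used without a stated version. The release of the gene annotation was not stated. The deposited tables held 1 line per gene and library with the expected counts that the authors obtained from RSEM, which need not be whole numbers. The deposited tables also held TPM (transcript abundance scaled by the authors for gene length and library total) and FPKM (fragments per kilobase of transcript and mapped total), which the authors computed from the same counts. The expected counts and TPM were used, and FPKM was not, since it orders genes within a library as TPM does.

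Gene names and positions came from GENCODE M21. Of the 55401 deposited genes 55141 (99.5%) were matched by identifier, and the 260 others held at most 0.00955% of the counts of a library. Totals ranged from 53007257 to 73507566 counts per library. The 20 most abundant genes held 8.9% to 9.8% of the counts and mitochondrial genes 2.6% to 3.4%. For pairs of libraries in a group, chi-square per degree of freedom over tested genes ran from 8.29 to 72.6. Over the tested genes together the spread between libraries thus exceeded counting error, and genes with low counts were not examined apart. WT TM library 12 gave 55.3, 55.7 and 72.6 against libraries 9, 10 and 11, which gave 9.39 to 16.4 among themselves. TPdh−/− TE library 5 gave 23.6, 61.9 and 46.3 against libraries 6, 7 and 8. The common biological coefficient of variation was 0.104.

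Expected counts were rounded, genes with low counts were removed with filterByExpr (minimum count 10, minimum total 15), which left 15277 genes, and TMM factors were computed in edgeR 4.0.16 under R 4.3.3. A quasi-likelihood model with 1 mean per group was fitted to all 16 libraries, and 5 contrasts were tested: genotype in TM, genotype in TE, TM against TE in WT, the same in TPdh−/−, and the interaction, which is the genotype effect in TM minus that in TE. Adjusted p values are Benjamini-Hochberg over the genes of a contrast, and a gene was called below 0.05 with no limit on fold change. Fold changes come from the fit. The study's thresholds in TM, an absolute log2 difference over 2 with p under 0.05, were applied to the same fit. On data simulated from these counts with 200 changed genes among 15006, the method recovered 79 of 100 genes changed 2-fold and 93 of 100 changed 4-fold, and 6 of its 178 calls (3.4%) were unchanged genes.

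Gene lists, 34 in number, were tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists of a contrast. Camera with an estimated correlation and fry were run beside it. For each list the members past the threshold were counted with p adjusted over all genes and adjusted over the list alone. Effector and memory scores were the mean log2 CPM (prior count 2) of the members in a library. Sums of TPM were taken over markers of 11 other cell types, and receptor segment shares over Trav and Trbv counts. Scores, sums and shares were compared by exact 2-sided permutation tests, whose smallest p is 0.0286 for 4 against 4 libraries. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 prepared the tables and figures.

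The groups, tests, lists, alternatives and the rule for naming genes were set before the data were examined. The rule took, in the genotype contrasts and in TM against TE in WT, up to 8 called genes per direction with the largest log2 difference, a mean of at least 1 CPM in the higher group and all 4 libraries of one group above all 4 of the other. It also took up to 4 members of each list by smallest adjusted p and 5 genes per direction for the interaction. Always taken were a few genes linked to other assays or antibodies of the study, among them Pdha1, Ly6c1, Ly6c2, Il2ra and Gzmb. Xist and Y-linked genes were always taken as well. Predicted genes, segments and pseudogenes were left out of the part ranked by size. Members of a list that moved against it, and genes outside the rule that the text says were chosen later, were named after their values were seen. Genes with 1 to 3 counts in a compared group are given without a fold change, and for a group with no count the bound uses a floor of 3 counts over the group, which covers counting error only.

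The kit does not keep the strand, and 83 of the 304 named genes share exon positions with another gene, so RSEM divides or drops reads there. Among those printed, the levels of Bcl2, Bnip3, Cd27, Csf2, Cyp11a1, Elovl6, Foxo1, Foxp3, Gapdh, Gbp6, Gja5, Gucy1a1, Hdac7, Il6ra, Irf1, Klrb1c, Lat2, Lss, P2rx7, Pdha1, Pigz, Spp1, Tpi1, Usp18, Xcl1 and Zeb2 are uncertain for this reason. Granzymes Gzmc and Gzmd, the Klra receptors and the receptor segments have close relatives, and their reads are divided among relatives by RSEM.

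The alternatives were DESeq2 size factors and upper-quartile factors in edgeR, the DESeq2 1.42.0 Wald test, limma-trend on log2(TPM + 1), no filter, a filter of at least 1 CPM in 4 libraries, counts not rounded, a fit to the compared groups alone and leaving out each library in turn. For lists and scores they were the estimated correlation, fry, medians, TPM and another prior count. A sex covariate was planned for groups in which sex varied and was not run, since Xist was near 0 and Y-linked genes were transcribed in all libraries. After the data were seen, 4 alternatives were added: without libraries 1 and 9, without libraries 5, 12 and 13, a block joining library 1 to 9, 2 to 10 and so on, and the study's thresholds over genes of at least 1 CPM. No paired analysis was used as the main one, because the labels do not number animals across groups.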

Results

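Poly(A) RNA was sequenced from CD8+ T cells of the OT-I strain, whose T cells carry a transgenic receptor for an ovalbumin peptide. T cells from spleen were driven in culture towards effector cells with IL-2 (TE) or towards memory cells with IL-15 (TM). Cells came from wild-type mice (WT) or from TPdh−/− mice, in which CD4-cre removed a floxed exon of Pdha1, the gene for the E1 alpha subunit of the pyruvate dehydrogenase complex. The 16 libraries formed 4 groups of 4: WT TE (libraries 1 to 4), TPdh−/− TE (5 to 8), WT TM (9 to 12) and TPdh−/− TM (13 to 16). Each library held between 53007257 and 73507566 counts assigned to genes, and between 19400 and 20763 genes had at least 1 count. The labels did not say whether the 4 libraries of a group came from separate animals, so every p below measures the spread between these libraries. The study's figure legend for TM gave a larger number of mice per condition than there are libraries in a group, and the labels do not explain the difference. Values per group are means ± SD in counts scaled to a common library size with TMM factors (CPM), n = 4 libraries, and the SE of a log2 difference comes from the spread of log2 CPM between libraries. Adjusted p values for single genes are from edgeR and those for gene lists from camera, each Benjamini-Hochberg adjusted.

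The libraries separated first by culture and then by genotype. The first principal component took 60.7% of the variance and parted TM from TE, and the second took 14.7% and parted TPdh−/− from WT. All 16 libraries correlated best with a library of their own group. The lowest correlation within a group was 0.988 and the highest between groups was 0.986. Xist, which is transcribed from the inactive X chromosome of female cells, lay at 0.05 TPM (transcript levels scaled to a common total) or less in every library, while the Y-linked Ddx3y lay between 30.4 and 64.3 TPM.

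**Figure D1:**
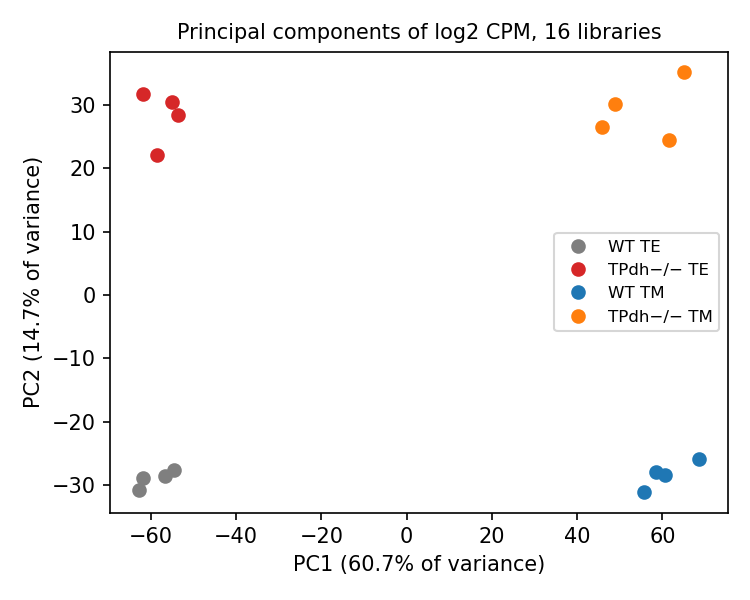
The first principal component of log2 CPM (x axis, 60.7% of the variance) against the second (y axis, 14.7%), with 1 point for each of the 16 libraries coloured by group. TM and TE libraries lie apart along the first axis and TPdh−/− and WT libraries along the second.

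Pdha1 was the targeted gene, and its level asked whether gene-level counts showed the deletion. Pdha1 RNA (ENSMUSG00000031299, GRCm38 chromosome X, 160122209 to 160138413) stayed near the WT level in both TPdh−/− groups. In TM it fell by 0.22 on the log2 scale (SE 0.0618), from 178 ± 11.6 to 153 ± 8.50 CPM (edgeR adjusted p = 0.00556). In TE it was 153 ± 4.20 CPM in TPdh−/− and 161 ± 0.79 CPM in WT, a log2 difference of −0.08 that did not pass (edgeR adjusted p = 0.285). The difference of these effects did not pass either (interaction log2 −0.15, edgeR adjusted p = 0.190). In TPM the TE difference took the opposite sign, at 71.7 ± 1.74 in TPdh−/− and 68.6 ± 0.674 in WT. The floxed exon, exon 8 of 11 in the annotation (160127291 to 160127362), is 72 bases long, so reads from the rest of the transcript were counted whether or not it was present.

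The first genotype comparison asked how loss of the complex changed memory cultures. In TM, TPdh−/− cells carried more RNA for cytolytic proteins, for receptors of natural killer (NK) cells, for genes induced by interferon gamma and for cytokines, and less for T cell identity. Cell cycle genes were lower too, a call lost when the correlation between genes was estimated (camera adjusted p = 3.55e-08, adjusted p = 0.376 with an estimated correlation). Gzma, a granule protease of killer cells (ENSMUSG00000023132, chromosome 13, 113093825 to 113100981), rose from 29.2 ± 16.1 to 329 ± 157 CPM (log2 3.49, SE 0.551, edgeR adjusted p = 2.2e-06). Spp1, the secreted protein osteopontin (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050), rose from 1.46 ± 0.406 to 33.7 ± 9.55 CPM (log2 4.53, SE 0.271, edgeR adjusted p = 3.82e-09). The NK cell receptor gene Klrb1c (ENSMUSG00000030325, chromosome 6, 128778485 to 128789215) rose from 1.22 ± 0.322 to 14.96 ± 4.11 CPM (log2 3.62, SE 0.262, edgeR adjusted p = 1.75e-08). In the same libraries the summed TPM of 9 NK cell markers was 10.2-fold that of WT TM, and the sums for macrophage, plasma and gamma-delta T cell markers were higher as well.

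Of 15277 genes tested, 2796 (18.3%) differed between genotypes in TM, 1685 of them higher and 1111 lower in TPdh−/−. Changes of more than 1 on the log2 scale were mostly increases, with 751 higher and 89 lower. Among the genes named by rule, the largest increases included Klra5 and Klrg1, both killer cell lectin-like receptors, at log2 5.21 (SE 0.229, edgeR adjusted p = 1.75e-08) and 4.57 (SE 0.334, edgeR adjusted p = 5.2e-06). Gzmc, a granzyme of activated cytotoxic cells, rose from 0.215 to 7.96 ± 8.33 CPM (log2 5.19, edgeR adjusted p = 3.78e-05). Gzmd passed as well at 1.85 ± 2.93 CPM, but its WT TM level of 0.012 CPM rested on too few counts for a fold, and its call was lost with limma-trend (adjusted p = 0.117). Mid2, a ubiquitin ligase, Cd163l1, a scavenger receptor of gamma-delta T cells, and Clec4n, a lectin of myeloid cells, rose by 4.34, 4.26 and 4.25 on the log2 scale. The largest decreases among genes named by rule, which left out genes under 1 CPM in WT TM, predicted genes and genes whose libraries overlapped between groups, were Tubb3, a beta-tubulin, at −2.09 (SE 0.194), Npas4, an immediate-early transcription factor, at −1.80, and Smyd1, a lysine methyltransferase of muscle and T cells, at −1.71 (SE 0.132). Rapgef5, Lrrc32, Zbtb32, Fosb and Rap1gap2 fell by 1.67, 1.66, 1.49, 1.44 and 1.38 on the log2 scale, and Lrrc32 lost its call with limma-trend (log2 −0.86, adjusted p = 0.0669). Rap1gap2, a regulator of the small GTPase Rap1, lay at 21.02 ± 1.78 against 54.9 ± 4.45 CPM.

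Ly6c2, Il2ra and Gzmb, which are linked to other assays or antibodies of the study, rose in TPdh−/− TM. The study reported Ly6C by flow cytometry and granzyme B activity, and for CD25, the product of Il2ra, it listed an antibody. Ly6c2 (ENSMUSG00000022584, chromosome 15, 75108158 to 75111970), which encodes the memory and effector marker Ly6C, rose from 206 ± 57 to 555 ± 215 CPM (log2 1.43, SE 0.358, edgeR adjusted p = 0.000364). Ly6c1 was near the detection limit at 0.0948 CPM in WT TM and 0.246 CPM in TPdh−/− TM (edgeR adjusted p = 0.113). Il2ra, the alpha chain of the IL-2 receptor (ENSMUSG00000026770, chromosome 2, 11642807 to 11693193), rose from 91.0 ± 10.5 to 149 ± 27 CPM (log2 0.71, SE 0.159, edgeR adjusted p = 0.00037). Gzmb, the main granzyme of cytotoxic T cells (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260), rose from 121 ± 50.4 to 328 ± 153 CPM (log2 1.44, SE 0.489, edgeR adjusted p = 0.00333).

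**Figure D2:**
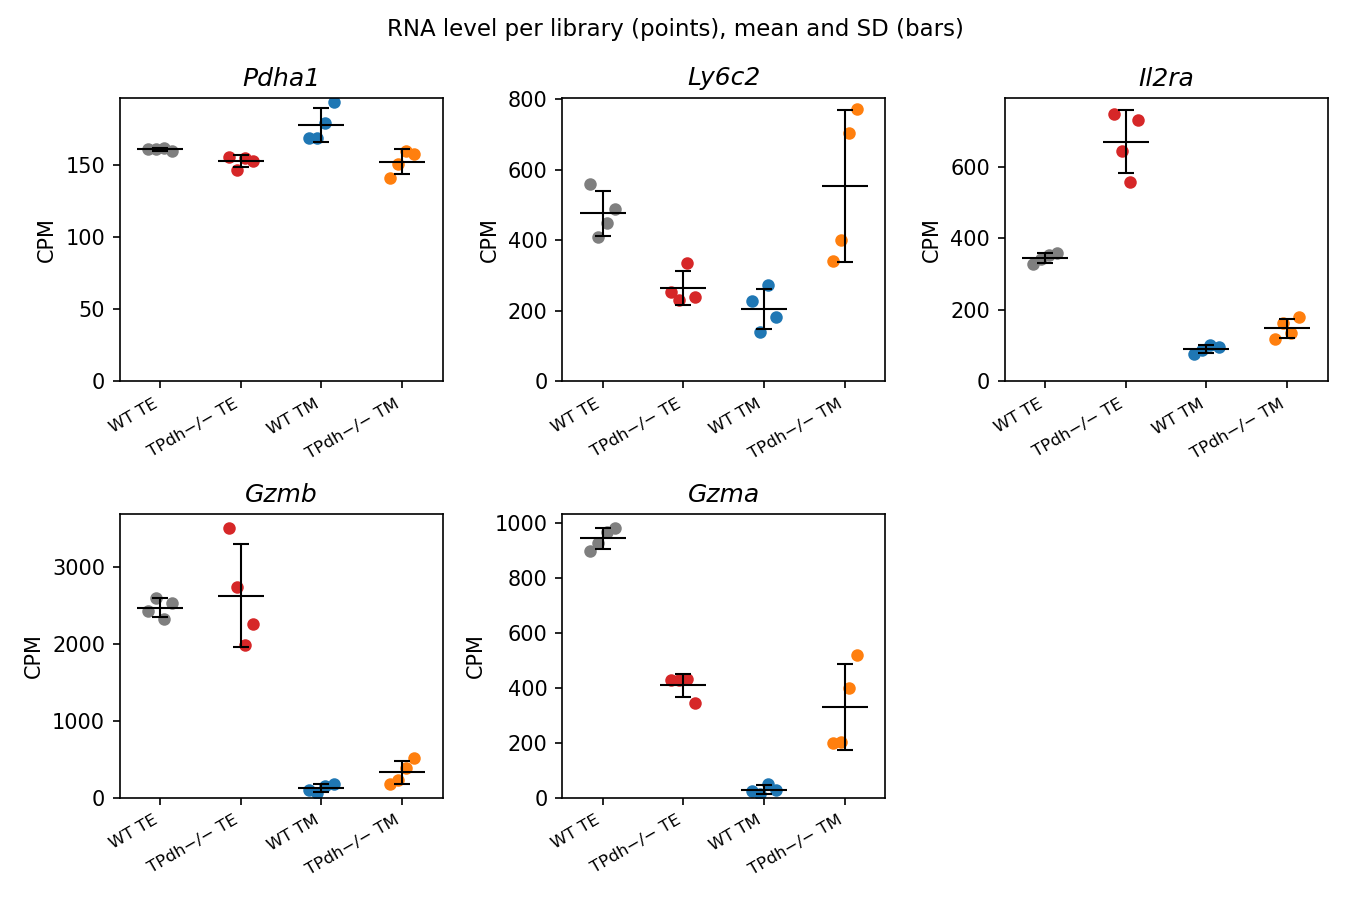
Level of Pdha1, Ly6c2, Il2ra, Gzmb and Gzma in CPM (y axis) in the 4 groups (x axis), with 1 point for each library and the mean ± SD, n = 4. Ly6c2 averaged 555 CPM in TPdh−/− TM against 206 in WT TM, and 264 in TPdh−/− TE against 477 in WT TE.

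Gene lists fixed beforehand put these genes in groups. Of 15 granzyme and cytolysis genes measured in TM, 9 rose and none fell, the same count when adjusted over the list alone (median log2 1.53, also with the 2 members that had a group at 0 counts set to their bound, camera adjusted p = 3.9e-11). They included Fasl (from 9.93 ± 1.60 to 28.7 ± 5.98 CPM), Gzmk (from 1.303 to 9.08 CPM) and the pore-forming protein Prf1 (from 14.3 ± 2.47 to 29.1 ± 4.34 CPM). All 19 killer lectin-like receptor genes rose, the same count adjusted over the list alone (median log2 3.56, camera adjusted p = 2.66e-65), with Klri2 up from 0.641 to 8.63 CPM. The study picked both themes from these samples, so these counts are not independent evidence. From the same data it also named interferon gamma as an upstream regulator and an inflammatory effector phenotype. The effector and interferon gamma lists below are therefore not independent evidence either. Of 17 effector genes 11 rose and 1, Tnf, fell, with 11 and 2 adjusted over the list alone (median log2 0.71, camera adjusted p = 3.1e-11). The chemokine genes Ccl4 and Ccl3, the transcription factor Zeb2 and the costimulatory receptor Tnfrsf9 rose by 2.57, 2.99, 2.23 and 1.80 on the log2 scale. Memory genes did not move together: 2 of 21 rose and 2 fell, the same counts adjusted over the list alone, and camera gave a downward direction against a median of 0.02 and a mean of 0.12 (camera adjusted p = 0.896). The members that rose were Ly6c2 and Il7r, the IL-7 receptor (from 200.4 to 366 CPM, log2 0.87, edgeR adjusted p = 0.023), and those that fell were the transcription factor genes Id3 and Foxo1, by 0.83 and 0.27 on the log2 scale. The call of Il7r was lost without WT TM library 9 or 12 or TPdh−/− TM library 13 or 16 (log2 0.80, 0.85, 0.83 and 0.81, edgeR adjusted p = 0.0676, 0.0530, 0.0535 and 0.0561). It was also lost with limma-trend (log2 0.88, adjusted p = 0.0524) and without libraries 1 and 9 together (log2 0.80, edgeR adjusted p = 0.0826). Tcf7, Lef1 and Eomes, transcription factors of memory cells, differed by −0.18, −0.02 and 0.30 and did not pass (edgeR adjusted p = 0.418, 0.906 and 0.128). These last 3 genes were chosen after their values were seen.

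Inhibitory receptor genes split. Of 15 measured 5 rose and 4 fell, with 6 and 4 adjusted over the list alone, and the list did not pass (median log2 −0.06, mean 0.36, camera adjusted p = 0.0874). Havcr2 (TIM-3) rose from 0.418 to 5.36 CPM, Cd244a (2B4) from 1.40 to 8.49 CPM and Entpd1 (CD39) from 6.38 to 14.9 CPM. The members that fell were Pdcd1 (PD-1), Lag3, Nr4a1 and Btla, by 0.73, 0.73, 1.07 and 0.33 on the log2 scale.

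Most genes induced by interferon gamma and most cytokine genes rose, as did a smaller part of the interferon-stimulated genes. Of 20 genes induced by interferon gamma 17 rose and none fell, with 19 adjusted over the list alone (median log2 0.84, camera adjusted p = 4.12e-29). The transcription factor gene Irf1 rose from 160 ± 3.22 to 297 ± 29.9 CPM (log2 0.89, SE 0.0753), and the GTPase genes Irgm1, Gbp3 and Gbp6 rose by 0.98, 1.01 and 1.35 on the log2 scale. Of 24 interferon-stimulated genes 9 rose and 1 fell, with 12 and 1 adjusted over the list alone (median log2 0.24, camera adjusted p = 6.71e-06, adjusted p = 0.376 with an estimated correlation). Usp18, which restrains interferon signalling, rose from 2.55 to 6.80 CPM. Of 14 cytokine and chemokine genes 9 rose and none fell, the same adjusted over the list alone (median log2 1.15, camera adjusted p = 1.59e-08). Xcl1 rose from 6.32 to 24.4 CPM, Csf2 (GM-CSF) from 0.134 to 0.837 CPM and Tnfsf8 (CD30 ligand) from 264 to 361 CPM.

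Many genes of proliferation and T cell identity fell, and the cell cycle call was lost with an estimated correlation. Of 27 cell cycle genes 14 fell and none rose, with 18 adjusted over the list alone (median log2 −0.29, camera adjusted p = 3.55e-08, adjusted p = 0.376 with an estimated correlation). Mki67 fell from 1255 to 966 CPM and Ccne1 from 34.6 to 27.9 CPM. Of 16 T cell identity genes 10 fell and none rose, the same adjusted over the list alone (median log2 −0.19, camera adjusted p = 1.6e-08). The coreceptor genes Cd8a and Cd8b1 fell by 0.62 and 0.69 on the log2 scale, Trac, the constant segment of the receptor alpha chain, by 0.60, and Cd5, a brake on receptor signalling, by 0.66. Of 9 immediate-early and heat shock genes, which respond to handling as well as to stimulation, 5 fell and none rose, the same adjusted over the list alone (median log2 −0.78, camera adjusted p = 0.000733). Fosb fell from 126 ± 15.6 to 46.6 ± 20.8 CPM and Egr1 from 46.2 to 23.8 CPM.

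Metabolic lists showed little shared direction in TM. A mixed fry test, which allows members to move either way, did not pass for nuclear respiratory subunits, cholesterol synthesis or the tricarboxylic acid cycle (adjusted p = 0.164, 0.126 and 0.0597). It passed for the other lists given below. Among them were hypoxia, acetyl-CoA and fatty acid, and pyruvate dehydrogenase complex genes (fry mixed adjusted p = 1.87e-07, 4.51e-07 and 3.27e-06). The 70 measured nuclear subunits of oxidative phosphorylation were lower as a list, with 5 lower and none adjusted over the list alone (median log2 −0.07, camera adjusted p = 0.0132, adjusted p = 0.716 with an estimated correlation), and the call was lost without WT TM library 9 or 11 or without TPdh−/− TM library 13. Lists for the pyruvate dehydrogenase complex (1 of 13 higher and 1 lower, camera adjusted p = 0.484), glycolysis (1 of 20 higher, camera adjusted p = 0.109), the tricarboxylic acid cycle (1 of 20 lower, camera adjusted p = 0.173), fatty acid oxidation (1 of 18 lower, camera adjusted p = 0.323) and histone acetylation enzymes (2 of 28 higher and 1 lower, camera adjusted p = 0.484) did not pass. Adjusted over the list alone the counts were the same apart from 2 lower in the pyruvate dehydrogenase list. Single members did change. Ldhb, a lactate dehydrogenase subunit, rose from 1.94 ± 0.304 to 5.87 ± 0.337 CPM (log2 1.60, SE 0.119), and Pdp1, a phosphatase that activates the pyruvate dehydrogenase complex, from 19.4 to 24.9 CPM. Cpt1a, which admits fatty acids to the mitochondrion, fell from 107 to 81.2 CPM, and the deacetylase gene Hdac7 fell from 242 to 165 CPM. Of 15 genes of acetyl-CoA supply and fatty acid synthesis 5 rose and 2 fell, with 5 and 4 adjusted over the list alone (median log2 0.03, camera adjusted p = 0.643). Cholesterol synthesis (1 of 22 lower, camera adjusted p = 0.269), glutamine and aspartate (1 of 18 higher, camera adjusted p = 0.754), hypoxia (2 of 15 higher and 4 lower, camera adjusted p = 0.269), amino acid stress (2 of 18 higher, camera adjusted p = 0.880) and mitochondrially encoded respiratory genes (1 of 13 higher and 2 lower, camera adjusted p = 0.542) did not pass, and their counts were the same adjusted over the list alone. For glutamine, hypoxia and amino acid stress genes the medians and camera's direction were negative (−0.04, −0.02 and −0.09) and the means positive (0.03, 0.01 and 0.42), and the histone enzymes likewise had a median of −0.06 and a mean of 0.06.

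Markers of other cell types were higher in TPdh−/− TM beside the cytolytic and NK receptor genes. The summed TPM of 9 NK markers was 47.2 ± 7.40 against 4.61 ± 1.07 in WT TM, and 6 of these markers also stand in the killer lectin-like receptor list. Ncr1, a receptor of NK cells outside that list (ENSMUSG00000062524, chromosome 7, 4337724 to 4345164), rose from 0.578 ± 0.162 to 7.94 ± 1.49 CPM (log2 3.77, SE 0.238, edgeR adjusted p = 5.06e-09). The sums for macrophage and monocyte, plasma cell, gamma-delta T cell, dendritic cell and mast cell markers were 5.50-, 5.45-, 3.66-, 2.15- and 2.15-fold those of WT TM, with 4 of 4 TPdh−/− libraries above all WT libraries. An exact 2-sided permutation test gave 0.0286 for each of these 6 sums, the smallest p that 4 against 4 libraries allow, and adjusted p = 0.0524 over 11 marker lists. The B cell sum was 504 ± 100 against 416 ± 43.4 TPM (exact permutation p = 0.143, adjusted p = 0.175). Among single markers, Lyz2 of macrophages rose from 2.35 ± 0.472 to 20.8 ± 3.65 CPM, Itgax (CD11c) from 2.87 to 25.0 ± 11.6 CPM, the immunoglobulin light chain Igkc from 2.68 to 17.7 CPM and the gamma-delta receptor segment Tcrg-C4 from 1.65 ± 0.529 to 23.1 ± 2.88 CPM.

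In the list tests, all 9 NK markers rose, also adjusted over the list alone (camera adjusted p = 1.11e-43), as did 12 of 13 macrophage and monocyte genes (13 adjusted over the list alone, camera adjusted p = 1.74e-20), 10 of 13 dendritic cell genes (13 adjusted over the list alone, camera adjusted p = 1.37e-07) and 8 of 9 gamma-delta T cell genes (9 adjusted over the list alone, camera adjusted p = 6.75e-37). The B cell list passed with 4 of 14 higher, also adjusted over the list alone (camera adjusted p = 0.0237, adjusted p = 0.716 with an estimated correlation). The plasma cell list passed with 3 of 7, also adjusted over the list alone (camera adjusted p = 0.0368, adjusted p = 0.303 with an estimated correlation), and the CD4 T cell list with 4 of 8, or 7 adjusted over the list alone (camera adjusted p = 0.0113, adjusted p = 0.0881 with an estimated correlation). The B cell call was lost without library 11, 12, 13 or 14 and the plasma cell call without 11, 12 or 13. Of the 17 lists called in TM, 11 held with an estimated correlation, 9 of them higher: granzymes, killer lectin-like receptors, effector, interferon gamma, cytokine, gamma-delta T cell, NK cell, macrophage and dendritic cell genes. The 2 lower lists that held were T cell identity and immediate-early genes.

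**Figure D3:**
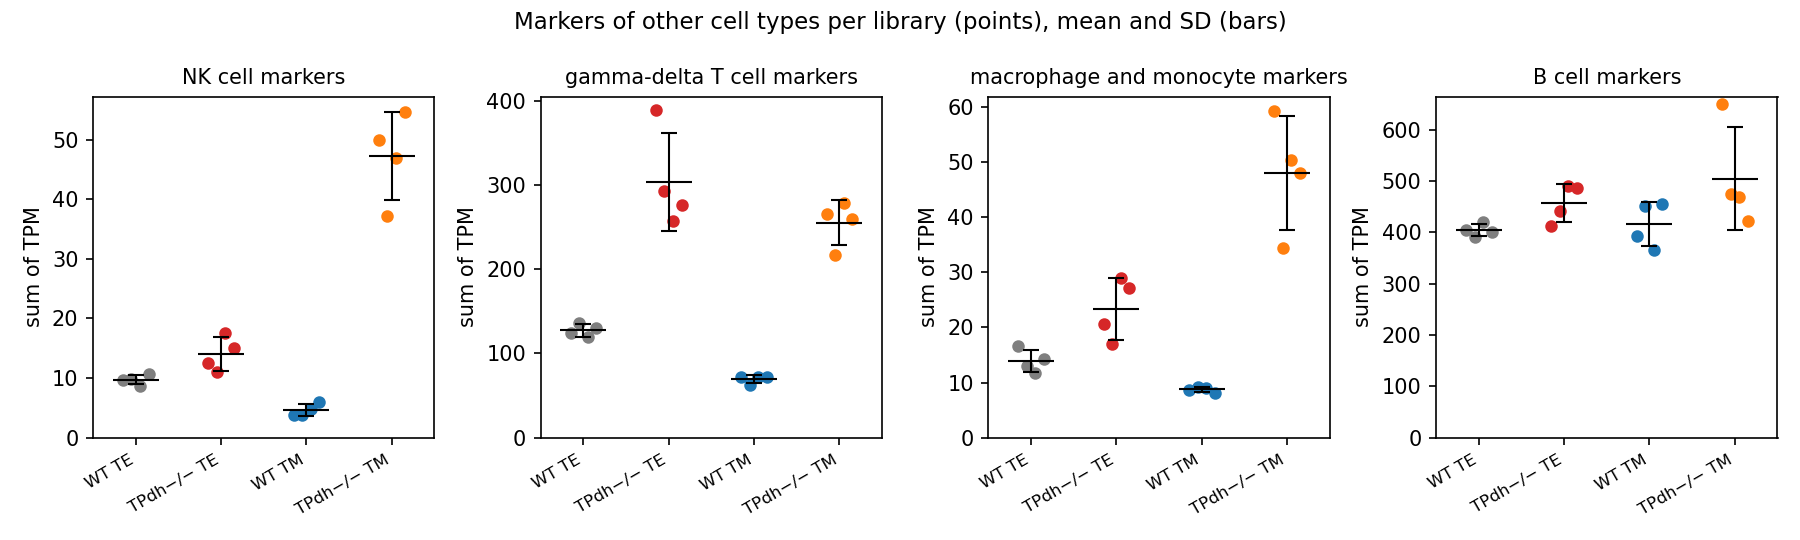
Summed TPM of marker genes for NK, gamma-delta T, macrophage and B cells (y axes, 1 panel each) in the 4 groups (x axis), with 1 point for each library and the mean ± SD, n = 4. The NK sum averaged 47.2 in TPdh−/− TM against 4.61 in WT TM, and the B cell sum 504 against 416.

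The study's own thresholds for this comparison were an absolute log2 difference over 2 and p under 0.05. In the edgeR fit 354 genes were higher and 26 lower at unadjusted p, and 329 and 17 at adjusted p. Most of the 354 were weakly transcribed: 144 reached 1 CPM in TPdh−/− TM, the median level was 0.657 CPM against 0.0997 in WT TM, and together they held 0.261% of the TPM of TPdh−/− TM. Of the 26 lower genes 5 reached 1 CPM in WT TM.

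The second genotype comparison asked the same of effector cultures. In TE, TPdh−/− cells carried more RNA for the amino acid stress response, cytokines and gamma-delta T cell markers, and less for T cell identity. In the same libraries the summed TPM of gamma-delta T cell, plasma cell and macrophage markers was 2.39-, 4.31- and 1.68-fold that of WT TE. Cholesterol and fatty acid synthesis genes were higher and respiratory and inhibitory receptor genes lower as lists, but these calls were lost with an estimated correlation (adjusted p = 0.0796 for cholesterol, 0.0796 for fatty acid synthesis, 0.530 and 0.434 for nuclear and mitochondrial respiratory subunits and 0.137 for inhibitory receptors, each with an estimated correlation). Fasn, fatty acid synthase, rose from 236 ± 25.4 to 536 ± 112 CPM (log2 1.18, SE 0.174, edgeR adjusted p = 4.23e-05). Asns, asparagine synthetase, rose from 25.8 ± 2.00 to 75.3 ± 10.4 CPM (log2 1.55, SE 0.116, edgeR adjusted p = 4.09e-08). Lag3, an inhibitory receptor (ENSMUSG00000030124, chromosome 6, 124904361 to 124911705), fell from 78.8 ± 6.48 to 16.5 ± 3.33 CPM (log2 −2.26, SE 0.159, edgeR adjusted p = 4.42e-09). Of 15277 genes 4823 (31.6%) differed, 2641 higher and 2182 lower in TPdh−/−, with 821 and 146 beyond 1 on the log2 scale. With limma-trend on log2(TPM + 1) the split was uneven, at 3612 higher and 688 lower.

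Among the genes named by rule, Nrep, the neuronal regeneration-related protein (ENSMUSG00000042834, chromosome 18, 33437019 to 33464029), rose from 0.148 ± 0.0461 to 4.39 ± 1.46 CPM (log2 4.88, SE 0.284, edgeR adjusted p = 4.35e-09). P2rx7, an ATP-gated ion channel, rose from 0.483 ± 0.276 to 10.3 ± 2.35 CPM (log2 4.40, SE 0.373), and Pparg, a nuclear receptor of lipid metabolism, from 0.215 ± 0.108 to 4.03 ± 3.21 CPM (log2 4.21, SE 0.553). Cyp11a1, the first enzyme of steroid hormone synthesis, the transcription factor gene Onecut2, the metalloprotease gene Mmp9, the kinase gene Ptk2 and Stxbp6 rose by 6.24, 5.88, 4.59, 4.34 and 4.25 on the log2 scale. Decreases named by rule besides Lag3 included Pls1, an actin-bundling protein, at −2.50, the channel gene Trpc1 at −2.23, Gzmk at −2.04 (SE 0.160), Smyd1 at −1.80 and Klrd1 (CD94) at −1.74 (SE 0.154). Klrd1 lay at 134 ± 28.5 against 447 ± 26.9 CPM. Il2ra rose from 345 ± 14.3 to 671 ± 88.3 CPM (log2 0.96, SE 0.103), and Ly6c2 fell from 477 ± 64 to 264 ± 48 CPM (log2 −0.85, SE 0.156, edgeR adjusted p = 0.0102). Ly6c1 rose from 0.148 to 0.700 CPM (edgeR adjusted p = 0.00197). Gzmb lay at 2622 ± 670 and 2470 ± 120 CPM and did not pass (edgeR adjusted p = 0.856). Its difference of 0.09 on the log2 scale turned to −0.09 without TPdh−/− TE library 5.

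Synthetic pathways rose in TE. Of 22 cholesterol synthesis genes 20 rose and none fell, the same adjusted over the list alone (median log2 0.67, camera adjusted p = 1.63e-18, adjusted p = 0.0796 with an estimated correlation). Msmo1 rose from 65.5 to 128 CPM, Lss from 84.2 to 156 CPM and Mvd from 26.6 to 53.98 CPM. Of 15 genes of acetyl-CoA supply and fatty acid synthesis 10 rose and none fell, with 10 and 1 adjusted over the list alone (median log2 0.48, camera adjusted p = 1.66e-06, adjusted p = 0.0796 with an estimated correlation). They included Elovl6, which lengthens fatty acids, from 89.8 to 165 CPM, and Slc25a1, the mitochondrial citrate carrier, from 21.4 to 33.6 CPM. Of 18 amino acid stress response genes, most of them targets of the transcription factor ATF4, 16 rose and none fell, the same adjusted over the list alone (median log2 0.69, camera adjusted p = 2.88e-12). Atf4 itself rose from 157 to 225 CPM, Mthfd2 from 67.8 to 110 CPM and Nupr1 from 0.445 to 5.71 CPM. Of 18 glutamine and aspartate genes 9 rose and 1 fell, the same adjusted over the list alone (median log2 0.17, camera adjusted p = 4.68e-05, adjusted p = 0.0796 with an estimated correlation). Gpt2, an alanine transaminase of mitochondria, rose from 2.36 to 8.72 CPM and the amino acid transporter gene Slc7a5 from 79.0 to 171 CPM.

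Some respiratory and oxidative genes fell, and the calls of their lists were lost with an estimated correlation. Of 70 nuclear subunits of oxidative phosphorylation 22 fell and none rose, with 20 adjusted over the list alone (median log2 −0.18, camera adjusted p = 1.43e-05, adjusted p = 0.530 with an estimated correlation). Of 13 subunits encoded by the mitochondrial genome 7 fell, with 10 adjusted over the list alone (median log2 −0.29, camera adjusted p = 0.00147, adjusted p = 0.434 with an estimated correlation). Cox5b fell from 45.4 to 35.4 CPM and mt-Cytb from 3217 to 2445 CPM. Of 18 fatty acid oxidation genes 7 fell and none rose, the same adjusted over the list alone (median log2 −0.12, camera adjusted p = 0.00709, adjusted p = 0.434 with an estimated correlation). Of 15 hypoxia and HIF target genes 8 fell and 1 rose, with 9 and 1 adjusted over the list alone (median log2 −0.26, camera adjusted p = 0.00337, adjusted p = 0.434 with an estimated correlation). The list for the pyruvate dehydrogenase complex split, with 4 of 13 higher and 2 lower, the same adjusted over the list alone (camera adjusted p = 0.540). Its phosphatase genes Pdp1 and Pdp2 rose by 0.48 and 0.49 on the log2 scale, and so did Pdk2, a kinase that inactivates the complex, by 0.77. Pcx, pyruvate carboxylase, which turns pyruvate into oxaloacetate, rose from 9.46 ± 1.33 to 25.5 ± 6.76 CPM (log2 1.43, SE 0.214), and Ldhb rose from 3.13 to 10.4 CPM. Glycolysis (2 of 20 higher and 5 lower, 2 and 6 adjusted over the list alone, camera adjusted p = 0.111), the tricarboxylic acid cycle (5 of 20 higher and 4 lower, the same adjusted over the list alone, median −0.07, mean 0.05, camera adjusted p = 0.805) and histone acetylation enzymes (4 of 28 higher and 7 lower, 4 and 9 adjusted over the list alone, camera adjusted p = 0.286) did not pass.

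Immune lists moved unevenly. Of 14 cytokine and chemokine genes 9 rose and none fell, the same adjusted over the list alone (median log2 1.23, camera adjusted p = 1.9e-09). Lif, a cytokine of the IL-6 family, rose from 5.23 ± 1.20 to 64.6 ± 34.1 CPM (log2 3.63, SE 0.390), and Lta, lymphotoxin alpha, from 11.1 to 58.9 CPM. Of 24 interferon-stimulated genes 16 rose and 1 fell, with 19 and 1 adjusted over the list alone (median log2 0.68, camera adjusted p = 8.45e-10, adjusted p = 0.202 with an estimated correlation). Of 20 interferon gamma genes 11 rose and none fell, with 13 and 3 adjusted over the list alone (median log2 0.38, camera adjusted p = 0.00386, adjusted p = 0.472 with an estimated correlation). Of 15 inhibitory receptor genes 3 rose and 8 fell, with 4 and 9 adjusted over the list alone (median log2 −0.36, camera adjusted p = 0.000661, adjusted p = 0.137 with an estimated correlation). Ctla4 fell from 462 to 232 CPM and Tigit from 30.01 to 11.6 CPM, while Btla rose from 42.4 to 73.8 CPM. Of 16 T cell identity genes 11 fell and none rose, the same adjusted over the list alone (median log2 −0.34, camera adjusted p = 4.61e-08), with Cd8b1 down from 481 to 290 CPM and Cd3g from 615 to 429 CPM. Of 27 cell cycle genes 13 fell and none rose, with 15 adjusted over the list alone (median log2 −0.28, camera adjusted p = 1e-05, adjusted p = 0.472 with an estimated correlation).

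Granzymes, killer lectin-like receptors, effector and memory genes went both ways in TE and their lists did not pass. The counts higher and lower, with those adjusted over the list alone the same unless given, were 5 and 6 of 15 granzymes (camera adjusted p = 0.759), 9 and 3 of 19 lectin-like receptors (9 and 4 adjusted over the list alone, camera adjusted p = 0.967), 3 and 9 of 17 effector genes (5 and 9 adjusted over the list alone, camera adjusted p = 0.759) and 4 and 8 of 21 memory genes (5 and 8 adjusted over the list alone, camera adjusted p = 0.655). For granzymes camera gave a downward direction against a median of 0.06 and a mean of 0.68, and the effector and memory medians were negative with positive means (−0.25 and 0.09, −0.07 and 0.06). The study picked the granzyme, receptor and effector themes on the TM libraries. Prf1 rose from 17.8 to 38.9 CPM and the survival gene Bcl2 from 428 to 727 CPM, while Klrk1 (NKG2D) fell from 217 to 80.4 CPM and Cd27 from 216 to 137 CPM.

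Of the marker lists, gamma-delta T cell genes rose in TE with 8 of 9, the same adjusted over the list alone (camera adjusted p = 2.41e-08). Their summed TPM was 304 ± 58.3 against 127 ± 7.38 (2.39-fold, exact permutation p = 0.0286, adjusted p = 0.0524). NK and macrophage lists passed with 6 of 9 and with 9 of 13 higher and 1 lower, the same adjusted over the list alone (camera adjusted p = 0.00478 and 0.00386, adjusted p = 0.387 and 0.434 with an estimated correlation). The NK sum was 14 ± 2.90 against 9.74 ± 0.818 TPM (1.44-fold). The plasma cell, erythroid, macrophage and dendritic cell sums were 4.31-, 2.29-, 1.68- and 1.28-fold those of WT TE, and as for NK all 4 libraries lay above all WT TE libraries. Each of these 5 sums gave the smallest exact permutation p of 0.0286 and an adjusted p of 0.0524. The B cell (2 of 14 higher), plasma cell (2 of 7 higher, 5 adjusted over the list alone), dendritic cell (8 of 13 higher and 2 lower, 8 and 3 adjusted over the list alone) and CD4 T cell lists (3 of 8 higher and 2 lower) did not pass (camera adjusted p = 0.230, 0.157, 0.377 and 0.336). Foxp3, the transcription factor of regulatory T cells, rose from 0.939 ± 0.284 to 12.97 ± 7.16 CPM (log2 3.78, SE 0.547, edgeR adjusted p = 4.56e-06). Of the 17 lists called in TE, 4 held with an estimated correlation: amino acid stress response, cytokine and gamma-delta T cell genes, which were higher, and T cell identity genes, which were lower.

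The culture comparison in WT cells asked what the 2 conditions did without the deletion. WT TM cells carried less RNA than WT TE cells for hypoxia targets and effector functions. Glycolysis, cholesterol synthesis and cell cycle genes were lower and memory genes higher as lists, but these calls were lost with an estimated correlation (adjusted p = 0.0945, 0.138, 0.477 and 0.402 with an estimated correlation). Pgk1, a glycolytic kinase, fell from 2456 ± 148 to 460 ± 27.3 CPM (log2 −2.42, SE 0.0623, edgeR adjusted p = 2.62e-12). The mitophagy receptor gene Bnip3, a HIF target, was 256 CPM in TE and 11.2 CPM in TM (log2 −4.52, SE 0.0926, edgeR adjusted p = 2.14e-14). Gzmb fell from 2470 ± 120 to 121 ± 50.4 CPM (log2 −4.35, SE 0.347, edgeR adjusted p = 7.35e-09). Of 15277 genes 10479 (68.6%) differed, 5243 higher and 5236 lower in TM. With limma-trend on log2(TPM + 1) the split was 6436 higher and 3368 lower.

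All 20 glycolysis genes fell (median log2 −2.00, camera adjusted p = 6.29e-22, adjusted p = 0.0945 with an estimated correlation), with Tpi1 down from 1100 to 116 CPM and Gapdh from 6104 to 1532 CPM. All 15 hypoxia genes fell (median log2 −2.17, camera adjusted p = 3.11e-22), as did all 22 cholesterol synthesis genes (median log2 −1.34, camera adjusted p = 1.33e-18, adjusted p = 0.138 with an estimated correlation) and all 27 cell cycle genes (median log2 −0.72, camera adjusted p = 5.08e-09, adjusted p = 0.477 with an estimated correlation). Of 17 effector genes 13 fell and 2 rose (median log2 −1.64, camera adjusted p = 9.06e-09), among them Tnfrsf9, from 130 to 5.30 CPM. Of 21 memory genes 13 rose and 3 fell (median log2 0.54, camera adjusted p = 0.00183, adjusted p = 0.402 with an estimated correlation), with the receptor gene Il6ra up from 5.20 to 86.1 CPM and Bcl2 from 428 to 1120 CPM. Of 15 granzymes 12 fell and 1 rose (median log2 −4.35, or −4.18 with members at 0 counts set to their bound, camera adjusted p = 0.00233, adjusted p = 0.496 with an estimated correlation). The same counts stood adjusted over the list alone for each of these 7 lists. Of 70 nuclear subunits of oxidative phosphorylation 63 fell and none rose, with 64 adjusted over the list alone (median log2 −0.54, camera adjusted p = 9.41e-09, adjusted p = 0.554 with an estimated correlation). Acetyl-CoA and fatty acid genes (10 of 15 lower and 2 higher), amino acid stress genes (11 of 18 lower), inhibitory receptors (8 of 15 lower and 5 higher) and gamma-delta T cell genes (5 of 9 lower and 2 higher) passed downward as well, with the same counts adjusted over the list alone (camera adjusted p = 8.1e-06, 0.000121, 0.00252 and 0.00499, adjusted p = 0.142, 0.142, 0.190 and 0.142 with an estimated correlation). So did the tricarboxylic acid cycle (13 of 20 lower and 3 higher) and fatty acid oxidation (9 of 18 lower and 1 higher), again the same adjusted over the list alone (camera adjusted p = 0.0311 and 0.0361, adjusted p = 0.554 for both with an estimated correlation). The fatty acid oxidation call was lost when genes needed 1 CPM in 4 libraries. Of the 14 lists called, the hypoxia and effector lists held with an estimated correlation. NK markers did not pass as a list in WT, with 3 of 9 higher and 5 lower, also adjusted over the list alone (median log2 −0.93, mean 0.41, camera adjusted p = 0.640). Nor did B cell (10 of 14 higher and 1 lower), erythroid and platelet (3 of 3 higher) and macrophage markers (7 of 13 higher and 3 lower), the same adjusted over the list alone, although their medians rose by 2.19, 2.87 and 1.29 on the log2 scale (camera adjusted p = 0.124, 0.448 and 0.842).

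Among genes named by rule, Drc1, a component of motile cilia, rose from 5.34 ± 0.622 to 150 ± 8.58 CPM (log2 4.82, SE 0.0963, edgeR adjusted p = 4e-11), and Dyrk4, Olfml3, Tnfrsf11a (RANK) and Gucy1a1 rose by 4.47, 4.95, 4.41 and 4.25 on the log2 scale. The gap junction gene Gja5 (ENSMUSG00000057123, chromosome 3, 96904693 to 97077416) had 3.42 ± 0.474 CPM in TE and no count in the 4 TM libraries, at least 269-fold lower against a floor of 3 counts over the group. Mgarp, a mitochondrial transport protein, fell from 16.1 ± 4.10 to 0.0387 CPM (log2 −8.65, SE 0.329). Fads2, a fatty acid desaturase, fell from 126 to 2.03 CPM. Pdha1 rose slightly (log2 0.14, edgeR adjusted p = 0.0189), and the call was lost without WT TM library 12 (log2 0.10, edgeR adjusted p = 0.0731). It was also lost with no filter on low counts (log2 0.14, edgeR adjusted p = 0.0615).

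The same contrast in TPdh−/− cells called 10340 genes (67.7%), 5046 higher and 5294 lower in TM. Gzmb fell by 3.001 (edgeR adjusted p = 3.48e-07) and Ly6c2 rose by 1.07 on the log2 scale (edgeR adjusted p = 0.000618). All 22 cholesterol synthesis genes fell (median log2 −2.04, camera adjusted p = 2.89e-43), as did 16 of 18 amino acid stress genes (median log2 −1.42, camera adjusted p = 4.1e-14) and all 15 hypoxia genes (median log2 −1.66, camera adjusted p = 4.23e-20), the same adjusted over the list alone. Of 19 killer lectin-like receptor genes 14 rose and none fell, with 16 adjusted over the list alone (median log2 1.78, camera adjusted p = 2.29e-06, adjusted p = 0.120 with an estimated correlation), again a theme that the study picked on these samples. NK markers rose with 6 of 9 and fell with 1, also adjusted over the list alone (camera adjusted p = 0.000544, adjusted p = 0.192 with an estimated correlation). Of the 14 lists called, 4 held with an estimated correlation: cholesterol synthesis, amino acid stress, hypoxia and the acetyl-CoA and fatty acid list (13 of 15 lower and 2 higher, the same adjusted over the list alone). Of the others, glycolysis, cell cycle, memory and effector genes went the way of the WT contrast (camera adjusted p = 5.75e-23, 7.29e-10, 0.000254 and 0.00131, adjusted p = 0.0536, 0.341, 0.221 and 0.120 with an estimated correlation). Glutamine and aspartate genes, nuclear respiratory subunits and the tricarboxylic acid cycle were lower (camera adjusted p = 4.95e-05, 1.83e-06 and 0.00542, adjusted p = 0.0898, 0.631 and 0.474 with an estimated correlation). Macrophage and monocyte markers were higher, with 11 of 13 higher and 1 lower, the same adjusted over the list alone (median log2 2.47, camera adjusted p = 0.0108, adjusted p = 0.561 with an estimated correlation). B cell markers did not pass as a list, with 13 of 14 higher, the same adjusted over the list alone (median log2 2.27, camera adjusted p = 0.0534).

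The interaction tested whether the genotype effect differed between TM and TE, and 2378 genes (15.6%) passed, 1230 with a higher effect in TM and 1148 with a lower one. With limma-trend on log2(TPM + 1) the split was uneven, at 520 and 2277. Receptors of cytotoxic cells led the first set. Cd244a, at 21.3 CPM in WT TE and 9.95 in TPdh−/− TE, was 1.40 in WT TM and 8.49 in TPdh−/− TM (log2 3.69, SE 0.229, edgeR adjusted p = 2.57e-08). Klrk1 likewise was lower in TPdh−/− than in WT in TE and higher in TM (217, 80.4, 27.1 and 99.5 CPM, log2 3.31, SE 0.233), and the signalling adaptor gene Lat2, Klra5 and Klri2 followed at 3.08, 5.60 and 3.84. In the second set were Btla (42.4, 73.8, 88.6 and 70.4 CPM, log2 −1.13, SE 0.0933), the chemokine receptor gene Ccr4 (8.46, 34.0, 11.3 and 6.87 CPM, log2 −2.72, SE 0.253), Meis3 (−1.77), She (−3.44) and Pigz (−3.78). Ly6c2 had opposite effects in the cultures (interaction log2 2.28, edgeR adjusted p = 0.000167), and Gzmb rose more in TM (interaction log2 1.35, edgeR adjusted p = 0.0414). Il2ra rose in both, and its effects did not differ past the threshold (interaction log2 −0.25, edgeR adjusted p = 0.339). Gzma and Gzmk, singled out after their values were seen, rose in TM and fell in TE (interaction log2 4.70 and 4.84, edgeR adjusted p = 4.56e-06 and 7.41e-07).

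By list, the genotype effect was higher in TM for killer lectin-like receptors (12 of 19 members, the same adjusted over the list alone, camera adjusted p = 2.01e-30), NK markers (5 of 9 higher, and 5 higher and 1 lower adjusted over the list alone, camera adjusted p = 1.06e-08) and effector genes (9 of 17 higher and 1 lower, 10 and 1 adjusted over the list alone, camera adjusted p = 5.51e-08). It was lower in TM for cholesterol synthesis (19 of 22, 20 adjusted over the list alone, camera adjusted p = 2.91e-21) and amino acid stress genes (9 of 18, 11 adjusted over the list alone, camera adjusted p = 1.44e-07). These 5 lists, gamma-delta T cell genes (6 of 9, the same adjusted over the list alone) and inhibitory receptors (8 of 15 higher and 4 lower, the same adjusted over the list alone) held with an estimated correlation. Granzymes passed with 8 of 15, or 9 adjusted over the list alone (camera adjusted p = 8.05e-10, adjusted p = 0.0666 with an estimated correlation). The granzyme, receptor and effector themes were picked by the study on these samples. The cell cycle and T cell identity lists did not pass (camera adjusted p = 0.962 and 0.537), with no cell cycle member called and 3 of 16 T cell identity members higher and 2 lower, the same adjusted over the list alone.

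**Figure D4:**
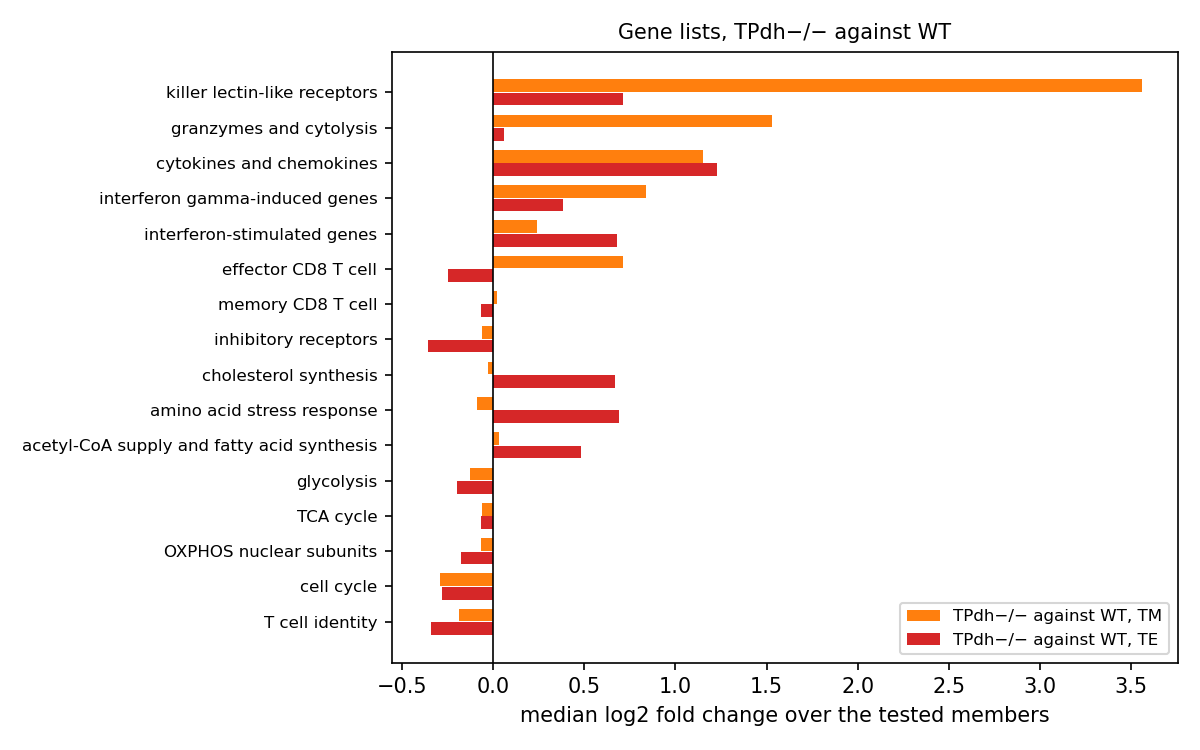
Median log2 difference between TPdh−/− and WT over the tested members of 16 gene lists (x axis), with the lists on the y axis and 1 bar each for TM and TE. Killer lectin-like receptors have a median of 3.56 in TM and 0.71 in TE, and cholesterol synthesis genes −0.03 in TM and 0.67 in TE.

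Scores asked whether TPdh−/− TM libraries lay nearer effector or memory profiles. The study had named an effector phenotype from these samples, so the effector score in TM is not independent evidence. The effector score, the mean log2 CPM over the list, was 4.24 ± 0.145 in TPdh−/− TM and 3.33 ± 0.0243 in WT TM, higher in 4 of 4 libraries (exact permutation p = 0.0286, adjusted p = 0.0381, 2-sided). With the median over members in place of the mean the difference turned from 0.906 to −0.293. The memory score was 6.57 ± 0.0505 against 6.46 ± 0.0486 (exact permutation p = 0.0286, adjusted p = 0.0381), and with the median over members it no longer passed (exact permutation adjusted p = 0.457). In log2(TPM + 1) the memory call in TM was lost as well, at a difference of 0.0405. In TE the effector score was 4.73 ± 0.0357 against 4.66 ± 0.0372 (exact permutation p = 0.0571, adjusted p = 0.0653) and the memory score differed by 0.0341 (exact permutation p = 0.743). With the median the effector difference in TE was −0.307.

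Across the 15277 genes, which are not independent replicates, the genotype effects in TM and TE correlated with Pearson r = 0.456 and Spearman rho = 0.297, and 59.2% had the same sign. Both called 777 genes as higher, where independence would give 291, and 417 as lower, where it would give 159. Opposite calls were rarer than independence would give, with 151 genes higher in TM and lower in TE (241 by independence) and 67 lower in TM and higher in TE (192). These counts and r take TE and TM libraries as separate, and animals shared between them would raise the agreement without any effect of genotype. In a comparison added after the data were seen, effects from 2 libraries per group had a mean r of 0.349 (0.233 to 0.453 over 36 choices) with no TE library set against the TM library numbered 8 higher, and 0.384 (0.322 to 0.425) with these set together. The counts by independence were not corrected for this. The genotype effect in TM and the difference of WT TE from WT TM, which share the WT TM libraries, had r = 0.209 and rho = 0.0644 with a covariance of 0.113. In 20 simulations with unchanged groups the shared libraries alone gave a mean r of 0.505 (highest 0.535). That r arises from the shared libraries without any changed gene, so the observed r cannot be judged against it. The mean simulated covariance was 0.0228, below the observed covariance by 0.0902. With WT TM libraries split between the contrasts r ranged from 0.0904 to 0.208 and the covariance from 0.0541 to 0.115 over 6 splits.

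Receptor segments measured how clonal the libraries were, since OT-I cells share 1 transgenic receptor. Trbv12-1 took 99.2% to 99.5% of Trbv counts as group means, and Trav14 segments took 57.7% to 59.6% of Trav counts. None of 8 comparisons of these shares passed an exact 2-sided permutation test, with adjusted p of 0.572 or higher.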

Values the study reported

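The study gave 414 upregulated and 16 downregulated genes for TPdh−/− TM against WT TM, at a log2 fold change over 2 and a −log10 P over 1.3. It named granzymes and killer cell lectin-like receptors among the upregulated genes. It also named interferon gamma among upstream regulators and read the profile as that of inflammatory effector cells. The legend for these data gave N = 5 mice per condition. Under cell isolation and proliferation assays the methods gave a T cell purity over 95% after enrichment with isolation kits. Their account of the OT-I cultures named no enrichment step. The study sequenced at least 90 M read pairs of 150 bases per library. By flow cytometry the study found less Ly6C on TPdh−/− TM cells, and it found no PDHA protein in TPdh−/− T cells by immunoblot. It also stated that Pdha mRNA was undetectable in these cells, beside a quantitative PCR that it described as run on genomic DNA.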

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

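All tests of explanations and the splits of the libraries in this part were chosen after the results were seen, while the interaction and the search for outlying libraries were planned.

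Genotype effects differed between TM and TE for 2378 genes. The named genes with a higher effect in TM were Cd244a (log2 3.69), Klrk1 (3.31), Lat2 (3.08), Klra5 (5.60) and Klri2 (3.84), and those with a lower effect were Meis3 (−1.77), She (−3.44), Ccr4 (−2.72), Btla (−1.13) and Pigz (−3.78). Camera called 15 lists for the same contrast. The effect was higher in TM for killer lectin-like receptors (adjusted p = 2.01e-30), granzymes (adjusted p = 8.05e-10), NK cell (adjusted p = 1.06e-08), effector (adjusted p = 5.51e-08), gamma-delta T cell (adjusted p = 1.85e-07), interferon gamma-induced (adjusted p = 3.52e-07), inhibitory receptor (adjusted p = 6.88e-07), macrophage and monocyte (adjusted p = 0.00049), dendritic cell (adjusted p = 0.0032) and mitochondrially encoded respiratory genes (adjusted p = 0.0172). It was lower in TM for cholesterol synthesis (adjusted p = 2.91e-21), amino acid stress (adjusted p = 1.44e-07), glutamine and aspartate (adjusted p = 6.26e-05), acetyl-CoA and fatty acid (adjusted p = 0.000266) and interferon-stimulated genes (adjusted p = 0.0254). With an estimated correlation granzymes (adjusted p = 0.0666), interferon gamma-induced (0.161), macrophage (0.307), dendritic cell (0.205), respiratory (0.566), glutamine (0.0689), acetyl-CoA (0.158) and interferon-stimulated genes (0.660) lost the call. The interferon-stimulated call was also lost without library 3, 8, 9 or 14 and the respiratory call without library 7, 12 or 14.

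Whether chance assignment of the libraries gives as many genes was tested by refitting other splits. For genotype in TM 1 of the 35 splits, the real one, called as many genes as the real 2023 in a fit to these 8 libraries, and the highest other called 1. For genotype in TE it was again 1 of 35 (4866 genes, highest other 0), as for TM against TE in WT (10220 genes, highest other 1) and in TPdh−/− (9764 genes, highest other 3). No other split of the same libraries came near the real one in these contrasts. The smallest share that this test can reach is 1 of 35, and every other split mixed the compared groups, which widens the spread within each side. The splits cannot part genotype or culture from chance differences between animals or from a batch shared by a group. For the interaction 2 of 100 drawn splits called as many genes as the real 2378. The other called 4964 genes and had exchanged the genotypes in TM alone, which adds the effects common to TM and TE, a structure of the samples, and the next called 2341.

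The first pattern weighed is the rise of markers of other cell types in TPdh−/− TM, where NK marker RNA rose beside granzymes and lectin-like receptors. The study's methods give a high T cell purity under cell isolation and proliferation assays. Their account of the OT-I cultures states activation with peptide and names no enrichment step. A lower share of T cells, with an unchanged mix of the other types, would raise the markers of every other type alike. Among members under 5 TPM in WT TM the lowest NK ratio of a library (8.07) lay above the highest B cell ratio (4), a gap of 1.012 on the log2 scale, a limit set after the full sums were seen, which Ighm dominated for B cells and which were 10.2-fold and 1.21-fold those of WT TM. The gap argues against an unchanged mix and cannot exclude a lower share of T cells whose mix of other types also changed. Replacement by cells that carry no T cell transcripts, as the only change, would lower all T cell transcripts alike. Instead 7 of them spanned 0.722 on the log2 scale, 4.85 combined SE, from Cd3d at 0.03 to Cd8b1 at −0.69. Replacement by other T cells, such as gamma-delta T cells, is not covered, since it need not lower each transcript alike. A small replacement beside changes within the T cells is not covered either. Cd3d, Cd3g and Cd3e lay at 0.03, 0 and −0.18, and Cd5, Cd8a, Cd8b1 and Trac at −0.66, −0.62, −0.69 and −0.60. What stays open is whether a few more NK or other lymphoid cells brought the NK markers or whether the T cells transcribed these genes. The NK sum was 10.24-fold that of WT TM. Bulk libraries do not separate cells, and 6 of the 9 markers are lectin-like receptors that activated CD8+ T cells can also carry. The source of the higher macrophage, plasma cell and dendritic cell sums stays open too.

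The second pattern is the transgenic receptor RNA of libraries 1 and 9. Trbv12-1 stood at 3580 TPM in WT TE library 1 against 1660 to 1760 in the other libraries of its group, and at 5140 TPM in WT TM library 9 against 2420 to 2580. Reassignment of reads from other V segments could raise Trbv12-1 by at most 1.011 times in the other WT libraries, where those segments held few counts, but Trbv12-1 counts per library total were 2.11 and 2.005 times the highest of the others. A candidate explanation is that libraries 1 and 9 came from 1 animal with more transgene RNA, and more widely that each TE library shares an animal with the TM library numbered 8 higher: 1 of the 576 pairings within genotypes had a summed correlation of deviations as high, this pairing itself. The correlations of the 8 pairs were 0.0322 to 0.218, and the labels neither state nor exclude shared animals.

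The third pattern is the level of Pdha1 RNA in TPdh−/− libraries, where a wrong label on single libraries would place them with another group, but 16 of 16 libraries correlated best with their own group. A further source is RNA from cells without T cell transcripts, as the whole source and with Pdha1 at the WT level. It would lower T cell transcripts by 2.81 on the log2 scale in TM and 4.29 in TE. The lowest of 7 lay at −0.6949 and −0.73, and Cd3d in TM at 0.03. The Pdha1 level of other cells was not measured. Going by the lowest transcript, such cells could hold at most 38.2% of RNA in TM and 39.7% in TE. They would then need 2.24 and 2.39 times the WT level of Pdha1. T cells without the deletion and like WT as the whole source would let no gene fall further than Pdha1, but 671 genes in TE and 29 in TM lay below that by one-sided edgeR tests, run after Welch tests that gave 233 in TE and none in TM (lowest adjusted p = 0.157). What stays open is a transcript that lacks the deleted exon and is still counted. Other cells with Pdha1 above the WT level and a mixture of these sources stay open too. So do undeleted T cells that changed beside deleted ones, although the study found no PDHA protein in T cells. The TM log2 difference of −0.2212 is the pattern itself and decides none of these, and counts per exon, which could part them, were not in the tables.

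Single libraries stood apart in 8 of 96 groups of 4 values, where chance gives about 1 in 20, or 4.8. Besides Trbv12-1 in libraries 1 and 9, Pdha1 stood at 108 TPM in WT TM library 12 against 83.4 to 84.4 in the others of its group. Library 12 also lay furthest from the others of its group over all tested genes. Its chi-square per degree of freedom was 55.3 to 72.6, against 9.39 to 16.4 among the others. The share of Trav counts in Trav14 segments was 69.7% in WT TE library 1 against 52.6% to 55.3%, and 55.6% in TPdh−/− TE library 8 against 59.6% to 59.9%. Ly6c1 was at 0.72 TPM in WT TE library 1 against 0.16 to 0.22. The gamma-delta marker sum was 62.8 TPM in WT TM library 10 against 72.0 to 72.1. Total counts were 65.1 M in TPdh−/− TM library 15 against 55.1 to 56.2 M.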

How the results depend on the processing

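Of these alternatives only 4, without libraries 1 and 9, without 5, 12 and 13, the block of libraries numbered 8 apart and the study's thresholds over genes of at least 1 CPM, were chosen after the results were seen. Over 399 results for named genes, 10277 of 10479 runs kept the direction and the side of the threshold, 199 lost the call, 1 gained one and 2 reversed, and 344 results kept theirs in every run. Of 77 list calls 69 held in all runs with camera, 28 with an estimated correlation and 73 with fry.

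Leaving out each library in turn gave 2170 to 3114 genes for genotype in TM, 4051 to 5507 in TE, 9972 to 10751 for TM against TE in WT, 9820 to 10793 in TPdh−/− and 1839 to 2685 for the interaction. The DESeq2 test called 3188, 5142, 10470, 10352 and 2863. With limma-trend on log2(TPM + 1) 1637 genes were called in TM, 1488 of them shared, on a scale that shrinks the changes of weak genes. Its median over all genes was 0.117 for TM against TE in WT (0.008 in edgeR) and −0.123 for the interaction (−0.007 in edgeR). Of its calls 84.0% in TE, 65.6% in WT and 18.6% for the interaction were higher, against 54.8%, 50% and 51.7% in edgeR. Without libraries 1 and 9 the interaction called 1524 genes, 1499 of them shared, with fewer libraries. The block gave 2131.

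The study's thresholds gave 39 higher and 0 lower genes with limma-trend, 812 and 140 without a filter, 168 and 6 under the stricter filter, 144 and 5 over genes of at least 1 CPM, and 11 lower genes in a fit to the 2 groups alone. The filters act through the number of weak genes tested, and for the others the cause was not tested. Pdha1 in TE reversed to 0.06372 with limma-trend. Gzmb in TE, which did not pass, reversed to −0.0864 without libraries 5, 12 and 13, and leaving out single libraries gave −0.0862 to 0.192, the lowest without library 5.

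List calls numbered 17, 17, 14, 14 and 15 for TM, TE, WT, TPdh−/− and the interaction, and 11, 4, 2, 4 and 7 with an estimated correlation. Fry, which does not compare a list with other genes, called 27 in WT and 29 in TPdh−/−. With the median over members the effector score difference was −0.2933 in TM and −0.3071 in TE, and the memory score difference 0.05534 in TM and −0.1511 in TE, and in TPM units the memory difference in TM was 0.0405. The cause was not tested. As mean log2 CPM the mast cell markers in TE reversed to −0.4124, and as a share of TPM Trbv12-1 in TE reversed to −0.06054. Leaving out libraries turned the memory score difference in TE (−0.0285 to 0.0949).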

Other observations

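The genes and comparisons in this part were picked for description here after their values were seen. Smyd1 had also been named by rule, and the study's thresholds and the fit to the compared groups alone had been planned.

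Of 3 adaptor genes of NK receptors, 2 rose in TPdh−/− TM and 1 did not. Tyrobp (DAP12), which carries the signal of activating killer receptors, rose from 0.794 to 10.9 CPM (log2 3.78, edgeR adjusted p = 1.75e-08), and Fcer1g, the gamma chain of Fc receptors, from 0.479 to 5.40 CPM (log2 3.48, edgeR adjusted p = 3.69e-08). Hcst (DAP10), the adaptor of NKG2D, lay at 46.1 and 45.5 CPM and did not pass (edgeR adjusted p = 0.938). The increase of Tyrobp was larger in TM than in TE (interaction log2 2.57, edgeR adjusted p = 9.06e-05), as was that of Fcer1g (interaction log2 3.32, edgeR adjusted p = 3.06e-06). Macrophages and NK cells also transcribe both genes, and markers of both cell types were higher in these libraries.

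Txnip, whose protein restrains glucose uptake and which is induced by glucose, fell in both cultures. It went from 657 to 435 CPM in TM (log2 −0.60, edgeR adjusted p = 0.000632) and from 629 to 399 CPM in TE (log2 −0.66, edgeR adjusted p = 0.000145), and these effects did not differ past the threshold (interaction log2 0.06, edgeR adjusted p = 0.835).

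Smyd1 (ENSMUSG00000055027, GRCm38 chromosome 6, 71213940 to 71322233) fell by 1.71 in TM and 1.80 in TE on the log2 scale, and Cd8b1 on the same chromosome fell by 0.69 and 0.73. Cd8a fell by 0.62 in TM and lay at −0.12 in TE (edgeR adjusted p = 0.305), and its effects differed between cultures (interaction log2 −0.51, edgeR adjusted p = 0.00624).

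At the study's thresholds 26 genes were lower in TPdh−/− TM in the edgeR fit at unadjusted p, 17 at adjusted p and 11 at unadjusted p in a fit to these 2 groups alone. The first is higher than the value quoted from the study above, which does not say whether its P was adjusted and whose legend gives a different number of mice than there are libraries here.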
